# hnRNPA2B1 Promotes Colon Cancer Progression via the MAPK Pathway

**DOI:** 10.3389/fgene.2021.666451

**Published:** 2021-09-22

**Authors:** Jingzhi Tang, Zhimin Chen, Qi Wang, Weijie Hao, Wei-Qiang Gao, Huiming Xu

**Keywords:** colon cancer, hnRNPA2B1, cell proliferation, alternative splicing, N6-methyladenosine

## Abstract

HNRNPA2B1, an RNA-binding protein, plays a key role in primary microRNA processing, alternative splicing, mRNA metabolism and transport. Interestingly, hnRNPA2B1 also works as an N6-methyladenosine (m6A) reader and is critical during tumorigenesis of various tissue types. However, its role in colon cancer is still unclear. In this study, we aimed to elucidate the biological functions of hnRNPA2B1 and to explore its underlying mechanisms in colon cancer. We examined the expression of hnRNPA2B1 in Oncomine and TCGA databases. Then verified the findings in colon cancer cells and clinical samples with western blotting and immunohistochemistry (IHC). We used CRISPR/Cas9 directed gene editing to knockout hnRNPA2B1 expression in human colon cancer cell line SW480 and HCT-116 and carried out both *in vivo* and *in vitro* experiments. The results were further confirmed by RNA-seq analyses. We found that hnRNPA2B1 significantly promoted colon cancer cell proliferation both *in vitro* and *in vivo*, while knockout of hnRNPA2B1 induced apoptosis and cell cycle arrest in SW480. RNA-seq analyses revealed that the ERK/MAPK pathway was activated by hnRNPA2B1 upregulation. In addition, both hnRNPA2B1 and MAPK pathway were activated in clinical colon cancer specimens and positively correlated. Mechanistically, hnRNPA2B1 appeared to be an upstream regulator of the ERK/MAPK pathway and inhibition of MAPK signaling blocked the effects of hnRNPA2B1. Taken together, our data demonstrated that the RNA-binding protein hnRNPA2B1 promotes cell proliferation and regulates cell cycle and apoptosis of human colon cancer by activating the ERK/MAPK signaling, which may provide a new insight into the development of hnRNPA2B1 as a potential therapeutic target for treatment of colon cancer.

## Introduction

Colon cancer is the fourth most common malignancy and has the second-highest mortality rate with more than 53,200 estimated deaths occurring in the United States during 2020 (Siegel et al., 2020). Nowadays, the increasing incidence of colon cancer is more likely to accelerate rapidly due to changes in lifestyle, nutritional habits, population aging, and other factors (Chen et al., 2018). In the patients with colon and rectal cancer together (Colorectal cancer, CRC), despite significant differences in anatomy and gene expression, more than 50% have advanced disease (stage III or IV) at the time of diagnosis and 5-year survival rate among these patients is no greater than 40%, suggesting that early diagnosis is crucial for patient survival (Chen et al., 2016). In addition, about 50% of CRC patients develop organ-specific metastasis in the liver during the course of disease, which is the main cause of death in patients with CRC (Kopetz et al., 2009). At present, surgery remains the principal treatment of colon cancer. Since the quality of life in patients with cancer is often greatly affected by the surgery, it is necessary to understand how colon cancer is developed so to come up with novel therapeutic strategies for the diagnosis and treatment of the disease.

There are more than 100 modifications in RNA, which mainly occur in the nucleus. M6A modification is the most common one, accounting for more than 50% (Zhang et al., 2019; Zhang H. et al., 2020). It can regulate the stability, positioning, transport, splicing, and translation of RNA at the post-transcriptional level (Wang et al., 2014; Adhikari et al., 2016; Visvanathan et al., 2018). It also plays an important role in tumorigenesis and progression (Zhang B. et al., 2020). To date, 21 genes involved in the regulation of m6A modification have been discovered, which act as either oncogenes or tumor suppressor genes in malignant tumors (He et al., 2018; Weng et al., 2018), and mainly include three types of molecules: methyltransferases (Writers), demethylases (Erasers), and m6A binding proteins (Readers). As a member of readers, hnRNPA2B1 is an important RNA-binding protein, responsible for “reading” the information of RNA methylation modification, and participating in downstream RNA translation, degradation (Alarcon et al., 2015).

As a member of hnRNP family (Geuens et al., 2016), hnRNPA2B1 contributes to telomere function, mRNA translation, splicing, correct localization of transcripts, loading of exosomes and etc. (Streitner et al., 2012). More importantly, hnRNPA2B1 plays a significant role in many different types of tumors and it can act as an oncogene in the development of certain tumors (Wang et al., 2018). For example, in bladder cancer (BCa), hnRNPA2B1 can mediate LNMAT2 packaging into exosomes, ultimately resulting in lymphangiogenesis and lymphatic metastasis (Chen et al., 2020). Yang et al. reported hnRNPA2B1 promotes ovarian cancer cell proliferation and progression by enhancing Lin28B expression (Yang et al., 2020). In lung cancer cells, hnRNPA2B1 modulates EMT through the regulation of E-cadherin expression (Tauler et al., 2010). However, its role in colon cancer is still unclear.

The ERK/MAPK signaling, which is a signal transduction pathway that regulates a vast array of physiological functions (Liu et al., 2018), including cell proliferation, differentiation, apoptosis and a component of the RAS/RAF/MEK/ERK MAP kinase (MAPK) pathway. The activation of ERK/MAPK signaling plays a vital part in progression of colon cancer (Fang and Richardson, 2005; Tang et al., 2019). However, whether the underlying mechanism involved in the activation of ERK/MAPK pathway in colon cancer is not well-determined.

In the present study, we compared expression of hnRNPA2B1 in colon cancer and matched adjacent normal tissues from databases and clinical samples and found that hnRNPA2B1 was upregulated in colon cancer, which markedly promoted colon cancer cell proliferation *in vitro* and *in vivo.* By performing RNA-seq analyses, we observed that activation of ERK/MAPK pathway was strongly associated with expression of hnRNPA2B1. In addition, knocked out experiments revealed that hnRNPA2B1 positively regulated the ERK/MAPK pathway. These data are helpful for our understanding of colon cancer development, diagnosis and therapeutic intervention of colon cancer.

## Materials and Methods

### Gene-Expression Data Processing

Gene expression data were obtained from the colon cancer cohorts from the Oncomine and TCGA database. The TCGA database included 44 normal colon samples and 568 colon cancer samples. The TCGA data were downloaded from TCGA-colon cancer dataset^1^ and analyzed with the statistical programming R language.

### Immunohistochemistry

Tumor tissues were fixed with 4% PFA and embedded in paraffin. The sections of 3–4 microns thick were baked on a hot plate at 60° for 1 h, followed by dewaxing (5 min for 3 times) in xylene, and dehydration in 100, 90, 80, and 70% ethanol, respectively for 5 min. Antigen retrieval was conducted in microwave for 20 min in citrate buffer (pH 6.0) and endogenous peroxidase was blocked by 3% hydrogen peroxide in methanol for 10 min. Then, sections were permeabilized in 0.3–0.5% Triton X-100 for 10 min, blocked with 5% normal donkey serum (Jackson# 017–000–121) in PBST for 1 h, and incubated in primary antibody (1:400) overnight at 4°C. Sections were washed in 1 × PBST (PBS containing 0.05% Tween-20) the next day for 10 min, incubated with the appropriate secondary antibody for 1 h at room temperature and washed again. The staining was developed with DAB (gene tech# GK347011) and counterstained with hematoxylin. Next, the sections were dehydrated with sequential concentration of ethanol (the ethanol concentration was raised from 70, 80, 90, and 100%), cleared in xylene and finally sealed with neutral resin at the end.

### Western Blotting

The specimens were washed repeatedly with cold PBS (Thermo Fisher Scientific #21,600–069) twice and then immersed in RIPA Lysis buffer (Thermo Fisher Scientific #89,901) which was diluted with a protein inhibitor cocktail 1:100 in 1× RIPA Lysis buffer, cleaved for 15 min then collected the supernatant. The protein concentration was determined by BCA assay (Thermo Fisher Scientific #23,227). After that, the supernatant was mixed with 6X SDS loading buffer, and boiled for 10 min, separate by SDS–PAGE. Lysates were then run on an SDS/10–15% polyacrylamide gel (Bio-Rad) and transferred onto 0.45μm PVDF membranes (Invitrogen), blocked with by 1 × TBST buffer containing 5% skim milk at room temperature for 1 h. The membrane was incubated with the first antibody (1:1,000 dilution) at 4°C overnight, rinsed with TBST, and then incubated with the second antibody (1:8,000 dilution) for 1 h at room temperature, washed by TBST buffer solution at 3 times every 5 min, detected by the ECL reagent (Millipore#WBKLS0500), and directly imaged and digitalized using a BioRad VersaDoc 4,000 imaging system and quantified by the Quantity One software (BioRad, CA, United States).

### Establishment of Stable hnRNPA2B1 Knockout Cell Lines

We constructed Lenti-CRISPR-V2 (Addgene#52,961) control empty vector and sgRNA directed against hnRNPA2B1. The following primers were used to examine sgRNA plasmid: sgRNA-F1: CACCGACTCTCCCATCAATTGAATG, sgRNA-R1: aaacCATTCAATTGATGGGAGAGTC; sgRNA-F2: CACCGGGAAAGCTTACAGACTGTG, sgRNA-R2: aaacCACAGTCTGTAAGCTTTCCC. 

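Each guide sequence was matched to the transcripts of HNRNPA2B1 in GENCODE v29 (GRCh38), in which the gene lies on the minus strand of chromosome 7 from 26173057 to 26201529. Both guides matched 7 of the 9 annotated transcripts without a mismatch. After the overhang and the added G, sgRNA-F1 carries the 20 bases ACTCTCCCATCAATTGAATG. They match positions 26197346 to 26197365 on the strand opposite to the transcript, in exon 4 of the 12 exons of ENST00000354667.8, and the 3 bases that follow the guide are AGG. This site starts at base 250 of a coding sequence of 1059 bases, in codon 84. The 20 bases of sgRNA-F2 after its overhang, GGGAAAGCTTACAGACTGTG, match positions 26197624 to 26197643 on the strand of the transcript, in exon 3, from base 132 of the coding sequence. The first 2 bases of the adjacent motif of sgRNA-F2 lie in exon 3, which ends at position 26197622, and the last lies in the following intron, whose sequence the annotated transcripts do not hold.

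**Figure D1:**
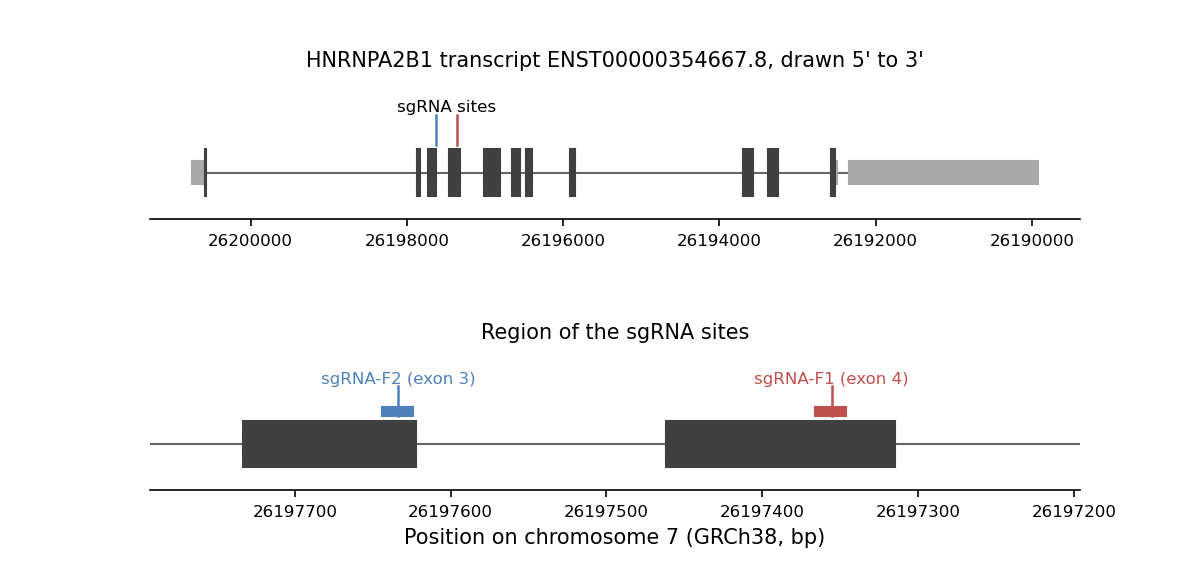
Exons of the HNRNPA2B1 transcript ENST00000354667.8 (grey boxes, coding part dark and tall) along chromosome 7 of GRCh38 in bp, drawn from 5' to 3', with the whole transcript above and the region of both sgRNA sites beneath it. The coloured bars mark the bases matched by sgRNA-F2 in exon 3 and sgRNA-F1 in exon 4.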

We constructed two overexpression plasmids, including hnRNPA2B1 (OE-1) and hnRNPA2 (OE-2). Codon optimization was employed in constructing the hnRNPA2B1 plasmid. The hnRNPA2 overexpression plasmid was constructed by amplifying the hnRNPA2 fragment through gene synthesis (Gupta et al., 2020). Lentiviral plasmids were transfected into HEK-293T cells along with the packaging plasmid psPAX2 (Addgene#12,260) and envelope plasmid pMD2.G (Addgene#12,259) using the Lipofectamine 3,000 reagent (Invitrogen, Carlsbad, CA, United States). The virus supernatant was collected after 48 or 72 h and then mixed with 8 μg/ml polybrene and directly added to cells for infection. After 48 h of infection 2 μg/ml puromycin was added for cell selection until the establishment of stable knockout cell lines. Finally, the efficiency of stable cell lines was analyzed by western blotting.

### Cell Culture

Human colon cancer cell lines SW620, SW480, HCT-8 and HCT-116 were from the Cell Bank of Chinese Academy of Sciences (Shanghai, China). Cell culture medium was RPMI 1,640 medium (gibco#C22400500BT) supplemented with 10% FBS (gibco#10099-141) and 1% Penicillin/Streptomycin (gibco#15140) and cell cultures were maintained with 5% CO_2_ at 37°C (Thermo Fisher Scientific). Cells were passaged or expanded at 90% confluency, washed with PBS twice, and then digested and centrifuged for 5 min at 1,000 rpm. The cells then re-suspended and seeded in culture dishes, with media change performed every 2 days and cryopreserved in a mixture of 90% FBS and 10% DMSO (Gibco#D2650).

### Cell Cycle and Apoptosis Analyses

Cell cycle distribution and apoptosis after transfection were detected by flow cytometry, which was performed on BD Biosciences LSR Fortessa. For cell cycle analyses, cells with 90% density were harvested and fixed with 75% ethanol for 2 h at −20°C. Then cells were taken for PI staining and cell cycle was analyzed using flow cytometry. Cell apoptosis was analyzed by flow cytometry according to manufacturer’s protocols with Annexin V-APC and 7-AAD staining (Biolegend#640930). Channel FL2-A/PE for cell cycle detection and APC/PerCP for apoptosis detection. Flowjo software was used for data analyses.

### Colony Formation Assay, CCK-8 Assay and Sphere-Forming

To examine colony formation ability, transfected cells were seeded in six well-plate for 12 days (1,000 cells were seeded into each well of a six-well plate). Then, the cells were fixed with 4% paraformaldehyde (PFA), stained with 0.2% crystal violet (Beyotime, Shanghai, China) and photographed. In the meantime, cell proliferation was further detected by the CCK8 kit at 24, 48, and 72 h. Experiments were repeated three times independently. For Sphere-forming assays, 500 cells were cultured in 6-well Ultra-low Attachment surface plate (Corning#3,471) with serum-free DMEM medium containing for 2 weeks. Cells were fed with 1 ml of medium every 2 days. Photos were taken using an inverted microscope and the sphere numbers in each well were quantified. GraphPad Prism version 8.0 was used for statistical analyses.

### *In vivo* Tumor Growth and Metastasis

Four-week-old male BALB/c nude mice (purchased from Lingchang company) were randomly divided into three groups, each group has five mice. Each of the mice was injected subcutaneously on the right lateral back with 1 × 10^6 of each lentivirus infected SW480 cells in which hnRNPA2B1 was knocked out or negative control cells. Mice were killed at day 28, and tumors were then isolated, photographed. All protocols for animal use and euthanasia were reviewed and approved by RenJi Hospital Institutional Animal Care and Ethics Committee (RJ2020-0601).

### RNA-Seq

RNA sequencing was performed using the Illumina Hiseq-PE150 platform and analyzed with the statistical analyses in this study were generated by R- 4.0.3. Differentially expressed genes (DEGs) were identified using edgeR package. Genes with log-fold change > 1.8 and false discovery rate (FDR) < 0.05 were considered differentially expressed. Gene ontology (GO) analyses, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses and Gene Set Enrichment Analyses (GSEA) were performed using R package clusterProfiler to observe the functions of the DEGs. We used the STRING database to predict protein-protein interactions among the up-regulated genes, then further processed the data with the Cytoscape software (version 3.7.2).

## Results

### hnRNPA2B1 Expression Is Selectively High in Colon Cancer

To investigate whether hnRNPA2B1 plays a role in tumorigenesis, we checked varied databases to identify expression level of hnRNPA2B1 in human tumors. We found that hnRNPA2B1 was highly expressed in various cancers in Oncomine and TCGA databases (Supplementary Figure 1A and Figure 1A), which was consistent with what was previously reported (Liu et al., 2020; Yang et al., 2020). We further investigated the prognosis of hnRNPA2B1 and found that patients with higher hnRNPA2B1 expression showed a worsen survival (Supplementary Figure 1B).

**FIGURE 1:**
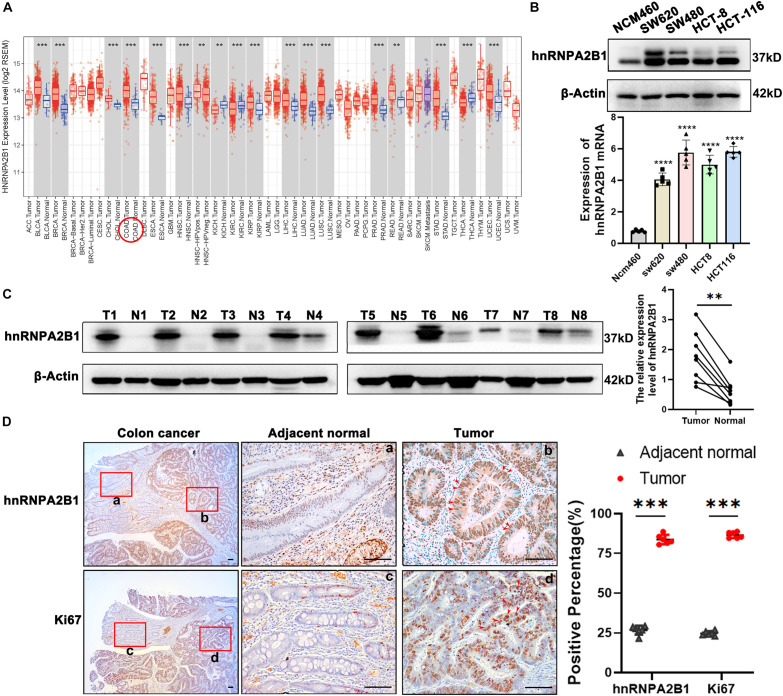
hnRNPA2B1 is highly expressed in colon cancer. **(A)** Gene expression profiles in TCGA database. COAD, Colorectal adenocarcinoma; READ, Rectum adenocarcinoma. **(B)** Protein and mRNA level of hnRNPA2B1 in normal intestinal epithelial cells NCM460 and four colon cancer cell lines including SW620, SW480, HCT-8, and HCT-116. The expression level of hnRNPA2B1 in SW480 and HCT-116 is higher than the other cell lines, so we chose SW480 and HCT-116 for further study. **(C)** Western blotting analyses of hnRNPA2B1 in colon cancer tumor tissues (T) and normal tissues (N) (*n* = 8). Semi-quantitative analyses of protein were carried out with the Image Lab software and paired *t*-test was employed for the statistics. **(D)** Immunohistochemistry and semi-quantitative analyses of hnRNPA2B1 and Ki67 expression in colon cancer (scale bar: 100μm). Statistical significance was assessed using 2-tailed Student’s *t*-test. **p < 0.01 and ***p < 0.001.

As hnRNPA2B1 is one of m6A-related genes, we then turned our attention to expression of all 21 m6A-related genes in colon cancer. We downloaded and compared them from The Cancer Genome Atlas (TCGA) and found that most of m6A-related genes were expressed at much higher levels in colon cancer, compared to normal tissues, and that of the 21 m6A-related genes. These data suggest an uniqueness of the selective high expression of hnRNPA2B1 in colon cancer (Supplementary Figure 1C).

### hnRNPA2B1 Is Upregulated in Colon Cancer Compared With Adjacent Normal Tissues.

To validate the selective high expression levels of hnRNPA2B1, we performed Western blot or RT-qPCR analyses in 4 colon cancer cell lines including SW620, SW480, HCT-8, HCT-116 and normal intestinal epithelial cells NCM460 as well as clinical colon samples. As shown in Figure 1B, consistent with the above described data-mining, the expression levels of hnRNPA2B1 were significantly elevated in all 4 colon cancer cell lines examined compared to normal intestinal epithelial cells NCM460. In addition, we examined and compared the expression of hnRNPA2B1 in 8 pairs of colon cancer tissues and normal colon tissues. Data from analyses of western blot indicated that hnRNPA2B1 expression level was significantly upregulated in human colon carcinoma compared with normal colon tissues (Figure 1C). Similarly, higher expression levels of hnRNPA2B1 were also observed in tumor tissues (Ki67 positive) of colon cancer patients by IHC assay (Figure 1D). Thus, hnRNPA2B1 was upregulated in established colon cancer lines and colon cancer tissues.

### hnRNPA2B1-Knocked Out Inhibits Cell Proliferation *in vitro* and *in vivo*

To determine possible functions of hnRNPA2B1 in colon cancer, we used CRISPR/Cas9 directed gene editing to knockout hnRNPA2B1 expression in human colon cancer cell lines SW480 and HCT-116. Western blot analyses confirmed that hnRNPA2B1 expression was essentially abolished in colon cancer cell line in which hnRNPA2B1 was knockout all (Figure 2A). At first, we assessed proliferation ability of hnRNPA2B1 knockout group and control group by performing clone formation assay and CCK8 assay (Figures 2B,C). Proliferation of hnRNPA2B1 knockout cells was significantly lower than the control group, indicating that the knockout of hnRNPA2B1 can impair the proliferation ability of colon cancer cells *in vitro*. Then the cells were trypsinized and equal cell numbers were used to process for apoptosis assay by flow cytometry. The results showed that the apoptosis rate of colon cancer cells in the KO group was significantly increased (Figure 2D). Consistently, results of western blotting assays showed that expression of apoptotic protein cleaved caspase-3 was increased, and the decreased Bcl-2 level confirmed this phenomenon, which shows increased apoptosis in KO cell lines (Figure 2E). To further confirm these results, we also performed sphere-forming assay, which showed that knocking out hnRNPA2B1 impaired the ability of these SW480 cells to form tumor spheres (Figure 2F). In addition, when cell cycle was analyzed by flow cytometry (Figure 2G), the knockout cells were arrested at G0/G1 phase. Collectively, these experiments indicated that knockout of hnRNPA2B1 in colon cancer cells decreases cell proliferation and increases apoptosis *in vitro*.

**FIGURE 2:**
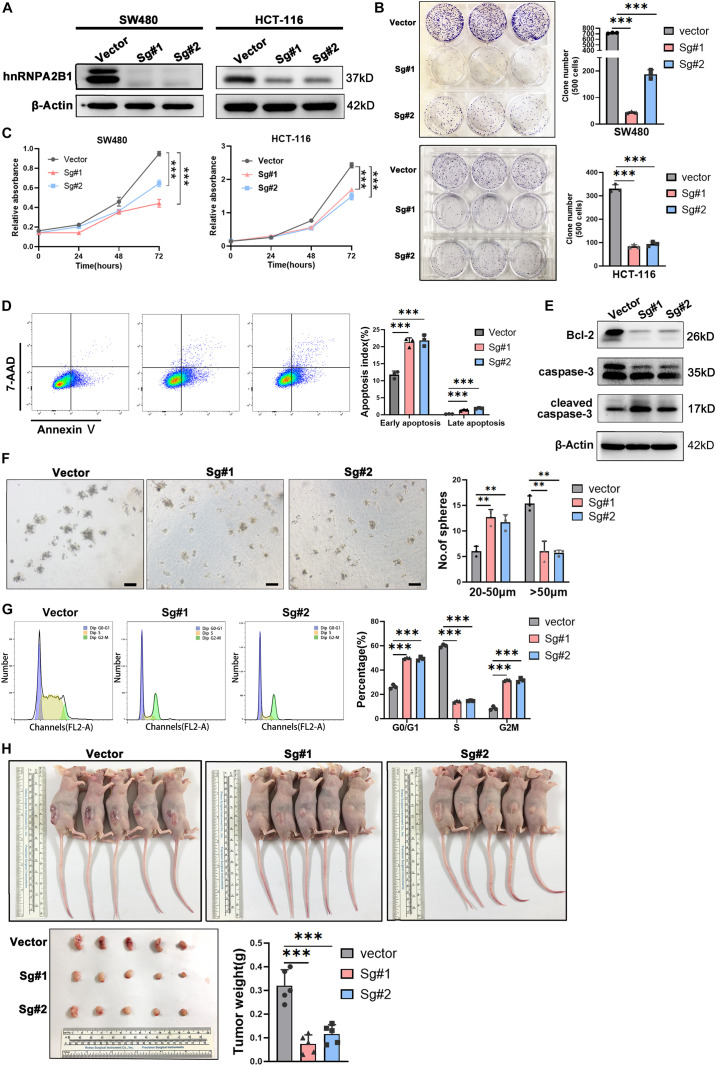
hnRNPA2B1 knockout inhibited colon cancer cell proliferation and cell cycle progression *in vitro* and *in vivo*. **(A)** Stable knockout of hnRNPA2B1 in SW480 and HCT-116 cell lines by two different SgRNA sequences (Sg#1 and #2). **(B)** Colony formation assay showed that colony formation ability in SW480 and HCT-116 hnRNPA2B1 stable knockout cell lines was decreased compared with the control group (^∗∗∗^*P* < 0.001). **(C)** CCK-8 assay demonstrated that the proliferation rate in SW480 and HCT-116 hnRNPA2B1 stable knockout cell lines were significantly decreased compared with the control group (^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001). **(D)** Cell apoptosis was measured by Flow Cytometry. The cells stained with annexin V/7-Aminoactinomycin D (7-AAD). **(E)** The expression of apoptosis-related proteins was detected by Western blot analyses. **(F)** Sphere-forming capability was evaluated by plating cells in low adhesion plastic (scale bar: 100 μm). **(G)** The cell cycle pattern (G0/G1, S and G2/M) was also determined by flow cytometry. Three individual experiments were performed. The cell cycle was assessed using PI staining. **(H)** Tumorigenesis assay was performed by subcutaneous injection of hnRNPA2B1 stable knockout SW480 cells into three flanks of BALB/c nude mice. The nude mice were harvested and tumors were removed and photographed at 28th day after injection. All the statistical significances were assessed using two-way ANOVA.

Further investigation needs to be conducted to confirm the oncogenic role of hnRNPA2B1 in colon cancer, so subcutaneous tumor formation experiments were performed in nude mice. Mice were euthanized at the 28th day and the tumors were removed, photographed and weighed (Figure 2H). The results showed that tumors generated by hnRNPA2B1 knockout cells were significantly smaller than control, indicating that hnRNPA2B1 facilitated colon cancer tumorigenesis *in vivo.*

### hnRNPA2B1 Promotes the Development of Colon Cancer by Regulating the ERK/MAPK Pathway

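RNA of SW480 cells, a human colon cancer cell line, was sequenced in 3 libraries of hnRNPA2B1 knockout cells and 3 libraries of control cells with the empty vector. The authors deposited 1 value per gene and library in TPM for 37722 named genes. The values multiplied by exon length came out as whole reads, at a tolerance of 0.05, in all 6 libraries for 90.9% of 22538 genes. The implied totals were 12965899 to 20022661 reads per library. Differences were tested with limma on log2(TPM + 1) for the 11776 genes with at least 1 TPM in at least 3 libraries, with Benjamini-Hochberg adjustment. All fold changes are on this scale, which understates the change of genes with low values. HNRNPA2B1, the targeted gene, was at 45.5, 30.7 and 84.7 TPM in KO replicates 1, 2 and 3 and at 88.1, 104.8 and 170.3 TPM in the control replicates. The means were 53.6 ± 27.9 TPM (SD, n = 3) in the KO group and 121.1 ± 43.4 TPM (SD, n = 3) in the control group. Its log2 fold change was -1.23 (standard error 0.39, adjusted p = 0.582 from limma). All 3 KO values lay below all 3 control values (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). With 1 library left out in turn the log2 fold change ranged from -1.61 without KO replicate 3 to -0.89 without KO replicate 2. The call depends on the design, as the adjusted p was 1.32e-05 with a block for the replicate number. That block was set at the start, although it is not established that the replicate number pairs the libraries. The adjusted p was 0.00237 with a term for the replicate 3 libraries and 0.0473 after a GC correction. Both of these were added after the data were seen.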

To investigate possible molecular mechanisms of hnRNPA2B1 involved in colon cancer pathogenesis and progression, we performed the RNA-seq analyses. Then the gene expression data were analyzed using the R package. Heatmap of the differential expression of genes in colon cancer between control and KO group, revealed significant differences in the gene expression profile between the two groups. 

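On log2(TPM + 1) of the genes tested, the first principal component held 56.9% of the variance and the second held 28.5%. The first component did not separate the groups. Replicate 3 of both groups had the highest scores, and that of the KO group scored 48.3, while the other 4 libraries lay between -39.1 and 0.0239. On the second component, KO replicates 1 and 2 scored 31.9 and 30.9, and the other 4 libraries lay between -28.2 and -3.44. Of the genes tested, 985 had an unadjusted p under 0.05, with 311 higher and 674 lower in the KO group. The median log2 fold change over all genes tested was -0.12, and with quantile normalization it was -0.02. Under that normalization 57.5% of the genes with an unadjusted p under 0.05 were higher in the KO group, against 31.6% without it. The 3 KO values lay on one side of all 3 control values for 1745 genes, or 14.8% of the genes tested, where chance gives 10%.

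**Figure D2:**
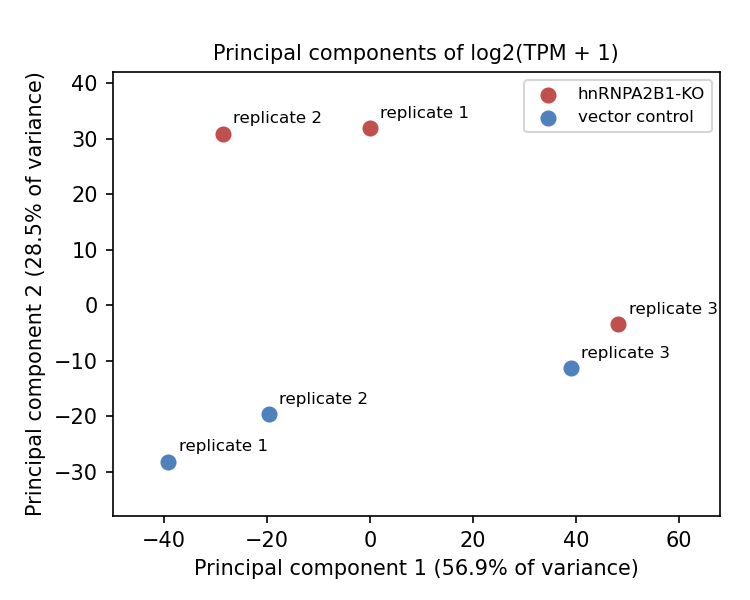
Scores of the 3 hnRNPA2B1-KO libraries (red) and the 3 vector control libraries (blue) on the first and second principal components of log2(TPM + 1), with the share of variance on each axis. Replicate 3 of both groups lies at the right, with KO replicate 3 at 48.3 on the first component.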

We utilized the Bioconductor package edgeR for differential analyses. In heatmap (Figure 3A), differentially expressed genes (DEGs) were determined (corrected *P* < 0.05, logFC > 1.8 or logFC <–1.8). 

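With these thresholds, 4 genes were past an adjusted p of 0.05 and an absolute log2 fold change of 1.8 in limma, and 5 genes were past the adjusted p alone. All 5 were higher in the KO group, and in each of them all 3 KO values exceeded all 3 control values. SAA1 was at 470.9 ± 10.2 TPM (SD, n = 3) in the KO group and 93.2 ± 9.05 TPM (SD, n = 3) in the control group, a log2 fold change of 2.33 (standard error 0.15, adjusted p = 0.00307). PRR9 rose from 3.18 ± 1.12 to 32.5 ± 5.57 TPM (SD, n = 3 per group), a log2 fold change of 3.02 (standard error 0.28, adjusted p = 0.0231). The value of SAA2, a paralog of SAA1 with which it can share reads, rose by 2.38 on the log2 scale (standard error 0.26, adjusted p = 0.0473). CXCL8 had a log2 fold change of 2.09 (standard error 0.24, adjusted p = 0.0497) and CRABP2 one of 1.11 (standard error 0.12, adjusted p = 0.0480). With the thresholds unchanged, median-of-ratios scaling gave 8 genes past both thresholds and 18 past the adjusted p. A block for the replicate number, set at the start, gave 18 and 465 (220 of the latter higher in the KO group). It is not established that the replicate number pairs the libraries. No filter on low values, also set at the start, gave 1 and 1. Among alternatives added after the data were seen, a term for the replicate 3 libraries gave 17 and 317 (153, or 48.3%, of the latter higher in the KO group). A GC correction gave 10 and 119, an exon length correction 7 and 8, and limma's voom on the implied reads 2 and 2. Voom left out SAA1, whose values did not come out as whole reads. With KO replicate 1 or KO replicate 3 left out, 0 genes passed, while 327 and 2202 genes had an unadjusted p under 0.05. Of the 11 genes with legible labels in Figure 3A, 8 were tested, and 0 of them had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 1 of them did, BCL11A, at 0.255 ± 0.0766 TPM in the KO group and 1.35 ± 0.276 TPM in the control group (SD, n = 3).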

Genes with higher expression are shown in red, lower expression in blue. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Gene Ontology (GO) enrichment analyses were used to determine the significant gene function based on the DEGs obtained from RNA-seq experiments. 

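Gene lists for these pathways were written before the data were examined and stand in for the KEGG gene sets, which were not used here. Each list was tested with camera in limma at a preset inter-gene correlation of 0.01, adjusted over 9 lists. The TNF and NF-kappa B target list shifted up in the KO group, with a median log2 fold change of 0.15 over 76 genes against -0.12 over all genes tested (adjusted p = 3.62e-10). The median exceeded those of all 10000 random lists matched on mean expression, a percentile of 100, and 58 of the 76 genes lay above the median of all genes tested. The cytokine and cytokine receptor list shifted in the same direction, with a median of 0.08 over 82 genes (adjusted p = 7.85e-06, percentile 99.99). With one library left out the cytokine median ran from -0.04 to 0.16, and that of the TNF and NF-kappa B target list from 0.06 to 0.28. The cytokine median was lowest without KO replicate 3, where it still lay 0.23 above the median of all genes tested. For the MAPK signaling list the median was -0.13 over 184 genes, and 90 of them lay above the median of all genes tested (adjusted p = 0.772, percentile 40.5). None of these 3 lists had an adjusted p under 0.05 with an estimated correlation, where the lowest was 0.502, or in the rotation test fry, where the lowest was 0.384. GSEA on the signal-to-noise ratio, the alternative that moved the MAPK signaling list most, placed it higher in the KO group with an adjusted p of 0.00265. The list shares 18 tested genes with the TNF and NF-kappa B target list and 9 with the cytokine list, and without the shared genes, a check added after the data were seen, the adjusted p in GSEA was 0.138. Since fewer than 20 genes passed the thresholds of the paper, over-representation was tested among the 159 genes with an unadjusted p under 0.05 and an absolute log2 fold change over 1. They held 8 genes of the TNF and NF-kappa B target list (1.03 expected, adjusted p = 2.83e-05 in a one-sided Fisher's exact test) and 8 of the cytokine list (1.11 expected, adjusted p = 2.83e-05), with CCL5, CSF2, CXCL1, CXCL2, CXCL8 and TNF in both. They held 3 genes of the MAPK signaling list, DUSP6, FGF19 and TNF (2.48 expected, adjusted p = 0.605). The genes named here were chosen after their values were seen.

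**Figure D3:**
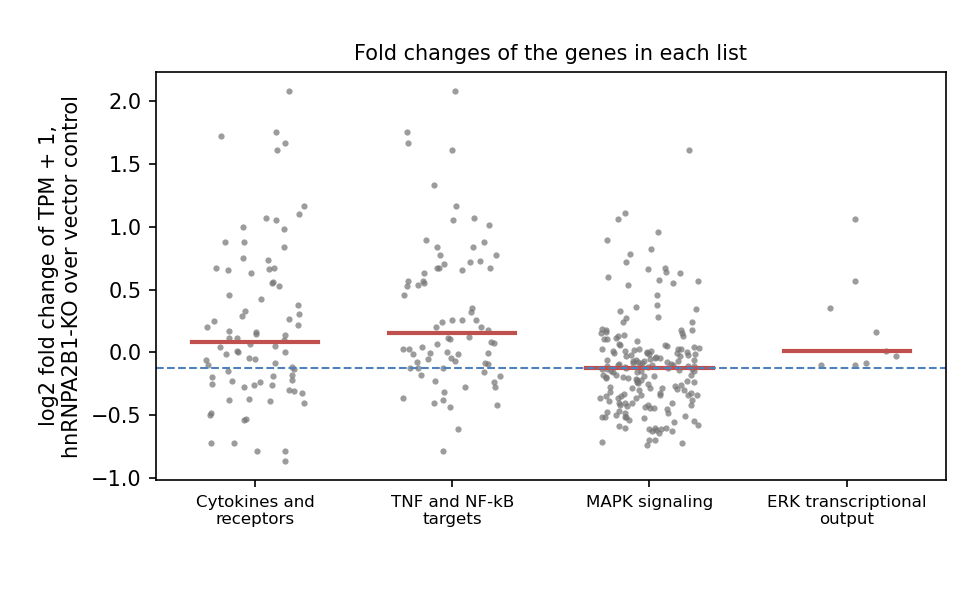
Log2 fold change of TPM + 1 in hnRNPA2B1-KO over vector control for each tested gene (grey points) of 4 lists, with the median of each list (red line) and of all genes tested (dashed blue line, -0.12). The list medians are 0.08 for cytokines and receptors, 0.15 for TNF and NF-kB targets, -0.13 for MAPK signaling and 0.01 for ERK transcriptional output.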

KEGG revealed that these genes were involved in a variety of signaling pathways, including the cytokine-cytokine receptor interaction, the TNF signaling pathway, and the NF-kappa B signaling pathway, while the most noticeable difference genes change involved tumor was the MAPK pathway (Figure 3B). GO analyses showed that many genes involved in biological processes such as alternative splicing was upregulated in high hnRNPA2B1 expression of control group as compared to the hnRNPA2B1 knockout group (Figure 3D). 

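The splicing factor list, which stands in for the GO term, had 181 genes tested, of which 111 were lower and 70 higher in the KO group, while 91 lay above the median of all genes tested. Their median log2 fold change was -0.12 (camera, adjusted p = 0.785), at percentile 27.3 of the random lists matched on mean expression. Matched also on GC content the percentile was 0, with a median of 0.01 over the random lists, and matched on exon length it was 87.0, while after a GC correction of the libraries, added after the data were seen, the adjusted p was 0.501. An unadjusted p under 0.05 was found for 10 of the 181 genes, all lower in the KO group, and an adjusted p under 0.05 for 0 of them, also when adjusted over the list alone. Among the 159 genes used for over-representation, 0 belonged to this list, where 2.44 were expected (one-sided Fisher's exact test, adjusted p = 1). The call changed without the filter on low values, with an adjusted p of 0.0130, and in GSEA on the signal-to-noise ratio, with an adjusted p of 1.52e-05. In both cases the list was lower in the KO group.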

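The mitotic spindle list had a median log2 fold change of -0.33 in the KO group over 179 genes, and 45 of them lay above the median of all genes tested (camera, adjusted p = 7.85e-06). The median lay below those of all 10000 random lists matched on mean expression (percentile 0). It depended on the replicates, at -0.53 over replicates 1 and 2 of both groups and at 0.07 between the single replicate 3 libraries, while the medians of all genes tested were -0.22 and 0.05. The call was lost with an estimated inter-gene correlation (adjusted p = 0.802) and in fry (adjusted p = 0.384). For the G2M list the median was -0.17 over 53 genes (adjusted p = 0.772, percentile 10.2, or 0.06 in lists matched also on GC content), at -0.37 over replicates 1 and 2 and 0.14 between the replicate 3 libraries. GSEA on the signal-to-noise ratio, the ranking metric in Figure 3C, placed both lists toward the control group, with an adjusted p of 8.19e-27 for the mitotic spindle list and 0.0115 for the G2M list. An S phase list of 43 genes had a median of -0.03 (camera, direction up, adjusted p = 0.355). With one library left out its median ran from -0.44 without KO replicate 3 to 0.28 without KO replicate 2. The list was called higher in the KO group in 2 of these 6 fits.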

Meanwhile, GSEA analyses indicated control group had an obvious enrichment in hallmark mitotic spindle and G2M checkpoint (Figure 3C). Protein-protein interaction network (PPI) revealed that functional enrichment of alternative splicing increased in the control group. PPI modules demonstrated that BPTF, KLHL22, and HAUS7 were the three alternative splicing hub genes among this dataset (Figure 3E). 

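In GENCODE v29 (GRCh38), BPTF lies on chromosome 17 from 67825524 to 67984378, KLHL22 on chromosome 22 from 20441519 to 20495883 and HAUS7 on chromosome X from 153447666 to 153495516. BPTF was at 1.92 ± 0.231 TPM (SD, n = 3) in the KO group and 3.65 ± 0.823 TPM (SD, n = 3) in the control group, a log2 fold change of -0.66 (standard error 0.24, adjusted p = 0.582). All 3 KO values of BPTF lay below all 3 control values. For KLHL22 the groups overlapped, at 16.1 ± 1.03 and 18.5 ± 3.72 TPM (SD, n = 3), with a log2 fold change of -0.18 (standard error 0.24, adjusted p = 0.820). HAUS7 was under the filter on low values and was not tested. Its values were 0.405, 0.364 and 0.365 TPM in the KO group and 0.198, 0.176 and 0.435 TPM in the control group, which correspond to 8, 9, 10, 5, 5 and 11 reads. Its log2 fold change was 0.12, and 0.44 with a pseudocount of 0.1 (exact permutation test, two-sided p = 0.4 at a pseudocount of 1). Of the 14 genes labelled in Figure 3E, 13 were tested, and 11 of these were lower in the KO group, with log2 fold changes from -0.75 for HMMR to 0.31 for PIMREG, which the figure labels FAM64A. The number with an adjusted p under 0.05 was 0, also when adjusted over the list alone, and 5 had an unadjusted p under 0.05, namely BPTF, FBXO11, HMMR, SETD2 and EP400. The study chose these genes on the same samples.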

Interestingly, we have also observed the effect of hnRNPA2B1 on alternative splicing in colon cancer from TCGA (Supplementary Figure 2A). This is consistent with what we have described above.

**FIGURE 3:**
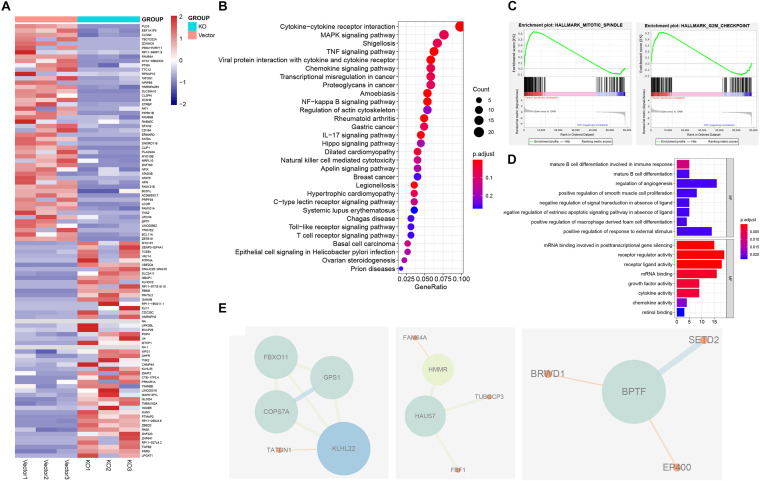
Identification of hnRNPA2B1 targets via RNA-seq. **(A)** Heatmap showing differential gene expression profiles in KO cell lines relative to the vector group. **(B)** KEGG pathway analyses of differentially expressed genes between hnRNPA2B1 knockout and control SW480 cells. **(C)** GSEA analyses in hnRNPA2B1 knockout colon cancer cells versus control cells. **(D)** Top 8 down-regulated genes items of GO analyses. The *x*-axis presents enrichment extent of the target genes in a specific category. BP, biological process; CC, cellular component; MF: molecular function. DEG, the differentially expressed gene; GO, Gene Ontology. **(E)** Three PPI modules were presented. A larger size of nodes represents a higher degree. PPI, protein-protein interaction.

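The ERK transcriptional output list holds 10 genes whose expression follows ERK activity. DUSP4 and DUSP6, which the paper reports as raised by the knockout, are among them and had its highest log2 fold changes, 0.57 and 1.06. The other tested genes ran from -0.10 for EPHA2 to 0.36 for SPRY2, and the list was not tested without DUSP4 and DUSP6. Of the 9 tested genes of the list, 5 were higher and 4 lower in the KO group, and all 9 lay above the median of all genes tested. The median log2 fold change was 0.01 (camera, adjusted p = 0.0761), at percentile 77.5 of the random lists matched on mean expression. With median-of-ratios scaling the list was past the threshold, higher in the KO group, at an adjusted p of 0.0292. It was not past it in fry or with an estimated inter-gene correlation (adjusted p = 0.802 in the latter).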

Given that, the above experiment showed that the MAPK signaling pathway was activated when hnRNPA2B1 is expressed. To determine whether MAPK pathway is downstream of hnRNPA2B1, we then examined the expression level of ERK, p38 and JNK after hnRNPA2B1 was knocked out. As shown in Figure 4A, there was no change in p38 and JNK signaling pathway, indicating a specific relationship with the ERK/MARK pathway. According to the previous studies, DUSPs can inactivate ERK1, 2 by dephosphorylating residues required for catalytic activity (Chappell et al., 2013; Ramkissoon et al., 2019; Martínez-Martínez et al., 2021). 

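DUSP3, DUSP4 and DUSP6 lie on chromosome 17 from 43766121 to 43778988, chromosome 8 from 29333064 to 29350668 and chromosome 12 from 89347232 to 89353271 in GENCODE v29 (GRCh38). In the RNA-seq of SW480 cells, DUSP3 was at 28.9 ± 6.97 TPM (SD, n = 3) in the KO group and 19.6 ± 7.60 TPM (SD, n = 3) in the control group. Its log2 fold change of 0.58 had a standard error of 0.31 (adjusted p = 0.598 from limma). DUSP4 was at 11.9 ± 1.32 and 7.69 ± 0.406 TPM (SD, n = 3), a log2 fold change of 0.57 (standard error 0.23, adjusted p = 0.582), and all 3 KO values exceeded all 3 control values. DUSP6 was at 25.9 ± 12.4 and 11.7 ± 5.29 TPM (SD, n = 3), a log2 fold change of 1.06 (standard error 0.40, adjusted p = 0.582). KO replicate 2 of DUSP6, at 16.7 TPM, was below control replicate 3, at 17.8 TPM. In exact permutation tests the two-sided p was 0.3 for DUSP3, 0.1 for DUSP4 and 0.2 for DUSP6. With a block for the replicate number, set at the start, the adjusted p of DUSP6 was 0.00254. It is not established that this number pairs the libraries. With a term for the replicate 3 libraries, added after the data were seen, the adjusted p of DUSP6 was 0.00681. DUSP3 and DUSP4 stayed above 0.05 in both.

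**Figure D4:**
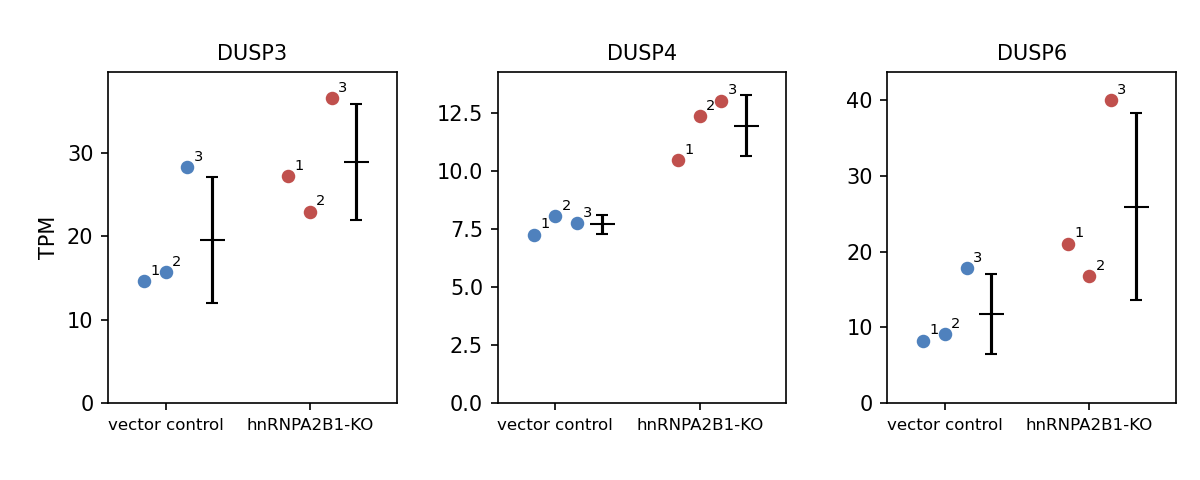
TPM of DUSP3, DUSP4 and DUSP6 in the vector control (blue) and hnRNPA2B1-KO (red) libraries, numbered by replicate, with the mean and SD of each group in black (n = 3). The groups do not overlap for DUSP4, and they overlap for DUSP3 and DUSP6.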

Then we selected the differential genes DUSP3/DUSP4/DUSP6 related to ERK dephosphorylation in the ERK/MAPK pathway and performed RT-qPCR to examine the expression of DUSP3/DUSP4/DUSP6 in control and hnRNPA2B1-KO cell lines. After hnRNPA2B1 was knocked out, the expression of these genes increased, resulting in a decrease in ERK phosphorylation (Figure 4B). Based on the DEGs results, there was no change in the ERK-related gene sets. It also explicated why only the p-ERK but not the total ERK protein level was affected after hnRNPA2B1 KO. Therefore, the regulation of ERK is at the post-translational level (Supplementary Figure 2B). 

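Of the 27 genes labelled in Supplementary Figure 2B, 22 passed the filter on low values. An adjusted p under 0.05 was found for 0 of them, also when adjusted over the list alone, and the lowest adjusted p over all genes tested was 0.582. An unadjusted p under 0.05 was found for 3, all lower in the KO group. IGF1R fell from 1.80 ± 0.0457 to 0.842 ± 0.143 TPM (SD, n = 3), a log2 fold change of -0.61. The log2 fold changes of SOS1 and MKNK2 were -0.60 and -0.52. Across the 22 genes, 15 were lower and 7 higher in the KO group, and 9 lay above the median of all genes tested, with SHC1 highest at 0.25. MAPK3, which encodes ERK1, had a log2 fold change of -0.40 (standard error 0.25, adjusted p = 0.625). Tested as a set, the 22 genes had a median log2 fold change of -0.20 (camera, adjusted p = 0.355, percentile 12.9 of the random lists matched on mean expression). The paper concludes that ERK is regulated after translation. Besides the lack of change in these genes, it cites lower phosphorylated ERK while total ERK protein was unaffected. It also reports a rise of DUSP3, DUSP4 and DUSP6 in RT-qPCR and links it to the lower phosphorylation.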

To provide additional supporting evidence for this model, IHC staining of p-ERK, ERK and hnRNPA2B1 was performed in clinical colon cancer specimens. IHC staining results show that hnRNPA2B1 and p-ERK are partially co-expressed in colon cancer tissue due to tumor heterogeneity, which indicates that there is a regulatory basis between them (Supplementary Figure 2C). It also suggests that the regulatory relationship exists and targeting of hnRNPA2B1 is potential. Furthermore, application of small molecule inhibitors of the ERK pathway, U0126 and Trametinib, which inhibits MEK, immediately upstream of ERK, also significantly suppressed the expression of p-ERK as revealed by western blotting analyses. However, under this circumstance, expression of hnRNPA2B1 was unaffected (Figure 4C), suggesting that p-ERK does not regulate hnRNPA2B1 and that a positive feedback loop does not exist. In addition, we constructed the overexpression cell lines with HCT-8 and found that when hnRNPA2B1 is overexpressed, the expression of p-ERK was increased (Figure 4D). Meanwhile, the CCK8 assay also confirmed that the proliferation of HCT-8 increased after the hnRNPA2B1 overexpression, and the effects of hnRNPA2B1 were blocked after inhibiting the MAPK signaling (Figure 4E), which further supported that hnRNPA2B1 promotes colon cancer progression via the MAPK pathway. Taken together, these results support the model that hnRNPA2B1 positively regulates the activation of the ERK pathways to promote cell proliferation in colon cancer.

**FIGURE 4:**
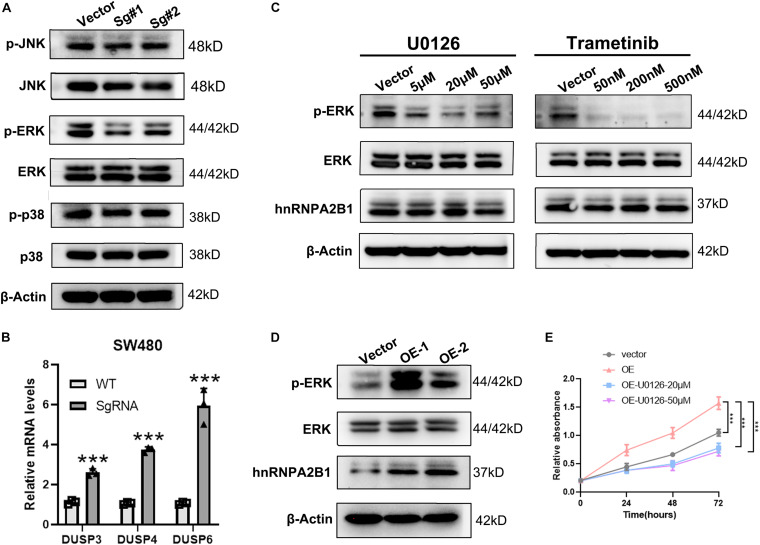
hnRNPA2B1 promotes the development of colon cancer by regulating the ERK/MAPK signaling pathway. **(A)** Western blot analyses was applied to detect the expression of MAPK pathway related proteins. **(B)** RT-qPCR analyses of expression of DUSP3/DUSP4/DUSP6. **(C)** The MEK inhibitors U0126 and Trametinib induced an obvious decrease in the expression of phospho-ERK. **(D)** Overexpression of hnRNPA2B1 in HCT-8 cells. OE-1, overexpression of hnRNPA2B1; OE-2, overexpression of hnRNPA2. **(E)** CCK-8 assay demonstrated the proliferation rate in HCT-8 cell lines. Vector, HCT-8WT; OE, hnRNPA2B1-overexpression; U0126, MAPK inhibitor (**P < 0.01; ***P < 0.001). Data were analyzed by two-way ANOVA.

## Discussion

In this study, we demonstrate that hnRNPA2B1 promotes the progression of colon cancer by regulating the ERK/MAPK signaling pathway. First, by analyzing Oncomine and TCGA databases, we found that hnRNPA2B1 is highly expressed in colon cancer and is associated with poor disease-free interval and poor prognosis. Secondly, by western blotting and immunohistochemistry, upregulation of hnRNPA2B1 expression is confirmed in colon cancer cells and clinical samples. Thirdly, functional studies suggested that high expression of hnRNPA2B1 promotes cell proliferation and inhibits apoptosis *in vivo* and *in vitro*, which were further confirmed by RNA-seq analyses of hnRNPA2B1 knockout cell lines. Fourthly, we detected the expression of MAPK pathway related proteins by western blotting and found that the ERK/MAPK pathway gene expression is decreased after knockout hnRNPA2B1 in colon cancer SW480 cells, while the p38 and JNK signaling pathway gene expression is unchanged, suggesting a specific relationship between hnRNPA2B1 and the ERK/MAPK pathway. Moreover, IHC staining results show that hnRNPA2B1 and p-ERK are partially co-expressed in colon cancer tissue due to tumor heterogeneity, which indicates that there is a regulatory basis between them. It also suggests that the regulatory relationship is existing and targeting of hnRNPA2B1 is potential. By application of selective inhibitors of the ERK pathway, the expression of p-ERK is significantly downregulated, but hnRNPA2B1 expression is unaltered. It revealed that hnRNPA2B1 appeared to be an upstream regulator of the ERK/MAPK pathway. Finally, we constructed the overexpression cell lines in HCT-8 and found that the expression of p-ERK was increased and the proliferation of HCT-8 increased under the hnRNPA2B1 overexpression. It demonstrates that hnRNPA2B1-ERK/MAPK signal axis, which promotes colon cancer progression. Therefore, our data support the idea that hnRNPA2B1 acts as an upstream regulator of ERK and positively regulates its activity.

GO analyses showed that when the hnRNPA2B1 in high expression, multiple molecular functions related to post-translational modification were activated, such as “mRNA binding involved in posttranscriptional gene silencing,” “mRNA binding” and so on. And the results of GSEA also showed that cell proliferation is active. Besides, in the analyses of PPI protein interaction network, we found that gene networks related to alternative splicing in the control group, such as BPTF, KLHL22, HAUS7, etc., are significantly enriched. The PPI results and GO analyses results were identified that: hnRNPA2B1, as a member of the m6A reader, can participate in the process of RNA modification and alternative splicing. Those results were confirmed by the TCGA data too (Li et al., 2017). In tumors, alternative splicing helps to change and promote the pathophysiological characteristics of cancer (Ule and Blencowe, 2019). As one of the splicing factors, hnRNPA2B1 is upregulated in multiple tumors and affects their biological processes. Our sequencing results also show that hnRNPA2B1 is highly expressed the frequency of alternative splicing events in colon cancer is increased under the circumstances, which indicates alternative splicing may play an important role in colon cancer. The follow-up can start from the alternative splicing events to explore the pathogenesis of colon cancer.

However, there are a few important characteristics worth noting. On one hand, hnRNPA2B1 appears to be an important regulator of ERK/MAPK pathway, but whether or not it directly or indirectly activities the MAPK pathway gene in colon cancer remains to be determined. On the other hand, as an RNA-binding protein, hnRNPA2B1 plays an important role in post-transcriptional modification, including m6A modification, alternative splicing on mRNA (Ule and Blencowe, 2019; Wu et al., 2019; Hu et al., 2020), and so on. Currently, it is difficult to confirm what kinds of detailed mRNA modifications mediated by hnRNPA2B1 participate in colon cancer development and progress. In terms of m6A modification, sequencing such as MeRIP-seq and miCLIP is required for detailed analyses and discussion (Li et al., 2019). In terms of alternative splicing, our results in PPI and GO analyses both show that the alternative splicing under the condition of high expression of hnRNPA2B1 the regulation of excision is enhanced, and the process of tumor occurrence and development is also closely related to the post-transcriptional modification of alternative splicing, which means that the alternative splicing function in hnRNPA2B1 may play an important role in the progression of colon cancer, but it still need further experimental proof. Referring to immunity, hnRNPA2B1 can not only increase the antiviral innate immune response to DNA viruses, but also may be a potential marker for the early stage of the disease in the pathogenesis of rheumatoid arthritis, because immunity is essential for the occurrence and development of tumors. There is a question of does hnRNPA2B1 affects the immune status of colon cancer progression? All this requires us to conduct more in-depth research in subsequent experiments to answer the above questions and make an important contribution to determining new strategies for early diagnosis and prognosis of colon cancer. Answering the above questions in our subsequent experiments will make important contributions to identify novel strategies for early diagnosis and prognosis of colon cancer.

In conclusion, the present work is the first to show the expression, function and putative mechanism of hnRNPA2B1 with respect to cell proliferation and apoptosis in the setting of colon cancer and to propose that the ERK/MAPK pathway is activated by hnRNPA2B1 during this development process. hnRNPA2B1 is a potential diagnosis and therapeutic target for colon cancer, considering its role in post-transcriptional modification m6A modification and alternative splicing.

## Data Availability Statement

The publicly available datasets were analyzed in this study. High-throughput sequencing data were deposited at GEO under the accession number GEO: GSE169211.

## Ethics Statement

The animal study was reviewed and approved by the RenJi Hospital Institutional Animal Care and Ethics Committee (RJ2020-0601).

## Author Contributions

W-QG and HX conceived the concept and designed the study. JT and ZC performed most of the experiments, interpreted the data produced, and drafted the manuscript. QW gave advice for analyses. ZC and WH performed the statistical analyses. W-QG and HX edited the manuscript. All authors read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] AdhikariS.XiaoW.ZhaoY. L.YangY. G. (2016). m(6)A: signaling for mRNA splicing. *RNA Biol.* 13 756–759. 10.1080/15476286.2016.120162827351695PMC5013988

[B2] AlarconC. R.GoodarziH.LeeH.LiuX.TavazoieS.TavazoieS. F. (2015). HNRNPA2B1 is a mediator of m(6)A-dependent nuclear RNA processing events. *Cell* 162 1299–1308. 10.1016/j.cell.2015.08.011 26321680PMC4673968

[B3] ChappellJ.SunY.SinghA.DaltonS. (2013). MYC/MAX control ERK signaling and pluripotency by regulation of dual-specificity phosphatases 2 and 7. *Genes Dev.* 27 725–733. 10.1101/gad.211300.112 23592794PMC3639414

[B4] ChenC.LuoY.HeW.ZhaoY.KongY.LiuH. (2020). Exosomal long noncoding RNA LNMAT2 promotes lymphatic metastasis in bladder cancer. *J. Clin. Invest.* 130 404–421. 10.1172/JCI130892 31593555PMC6934220

[B5] ChenW.SunK.ZhengR.ZengH.ZhangS.XiaC. (2018). Cancer incidence and mortality in China, 2014. *Chin. J. Cancer Res.* 30 1–12. 10.21147/j.issn.1000-9604.2018.01.01 29545714PMC5842223

[B6] ChenW.ZhengR.BaadeP. D.ZhangS.ZengH.BrayF. (2016). Cancer statistics in China, 2015. *CA Cancer J. Clin.* 66 115–132. 10.3322/caac.21338 26808342

[B7] FangJ. Y.RichardsonB. C. (2005). The MAPK signalling pathways and colorectal cancer. *Lancet Oncol.* 6 322–327. 10.1016/s1470-2045(05)70168-615863380

[B8] GeuensT.BouhyD.TimmermanV. (2016). The hnRNP family: insights into their role in health and disease. *Hum. Genet.* 135 851–867. 10.1007/s00439-016-1683-5 27215579PMC4947485

[B9] GuptaA.YadavS.PtA.MishraJ.SamaiyaA.PandayR. K. (2020). The HNRNPA2B1-MST1R-Akt axis contributes to epithelial-to-mesenchymal transition in head and neck cancer. *Lab. Invest.* 100 1589–1601. 10.1038/s41374-020-0466-8 32669614

[B10] HeL.LiJ.WangX.YingY.XieH.YanH. (2018). The dual role of N6-methyladenosine modification of RNAs is involved in human cancers. *J. Cell Mol. Med.* 22 4630–4639. 10.1111/jcmm.13804 30039919PMC6156243

[B11] HuX.HarveyS. E.ZhengR.LyuJ.GrzeskowiakC. L.PowellE. (2020). The RNA-binding protein AKAP8 suppresses tumor metastasis by antagonizing EMT-associated alternative splicing. *Nat. Commun.* 11:486. 10.1038/s41467-020-14304-1 31980632PMC6981122

[B12] KopetzS.ChangG. J.OvermanM. J.EngC.SargentD. J.LarsonD. W. (2009). Improved survival in metastatic colorectal cancer is associated with adoption of hepatic resection and improved chemotherapy. *J. Clin. Oncol.* 27 3677–3683. 10.1200/JCO.2008.20.5278 19470929PMC2720081

[B13] LiT.HuP. S.ZuoZ.LinJ. F.LiX.WuQ. N. (2019). METTL3 facilitates tumor progression via an m(6)A-IGF2BP2-dependent mechanism in colorectal carcinoma. *Mol. Cancer* 18:112. 10.1186/s12943-019-1038-7 31230592PMC6589893

[B14] LiY.SunN.LuZ.SunS.HuangJ.ChenZ. (2017). Prognostic alternative mRNA splicing signature in non-small cell lung cancer. *Cancer Lett.* 393 40–51. 10.1016/j.canlet.2017.02.016 28223168

[B15] LiuF.YangX.GengM.HuangM. (2018). Targeting ERK, an Achilles’ Heel of the MAPK pathway, in cancer therapy. *Acta Pharm. Sin. B* 8 552–562. 10.1016/j.apsb.2018.01.008 30109180PMC6089851

[B16] LiuY.LiH.LiuF.GaoL. B.HanR.ChenC. (2020). Heterogeneous nuclear ribonucleoprotein A2/B1 is a negative regulator of human breast cancer metastasis by maintaining the balance of multiple genes and pathways. *EBioMedicine* 51:102583. 10.1016/j.ebiom.2019.11.044 31901866PMC6948170

[B17] Martínez-MartínezD.Toledo LoboM. V.BaqueroP.RoperoS.AnguloJ. C.ChiloechesA. (2021). Downregulation of Snail by DUSP1 impairs cell migration and invasion through the inactivation of JNK and ERK and is useful as a predictive factor in the prognosis of prostate cancer. *Cancers* 13:1158. 10.3390/cancers13051158 33800291PMC7962644

[B18] RamkissoonA.ChaneyK. E.MilewskiD.WilliamsK. B.WilliamsR. L.ChoiK. (2019). Targeted inhibition of the dual specificity phosphatases DUSP1 and DUSP6 suppress mpnst growth via JNK. *Clin. Cancer Res.* 25 4117–4127. 10.1158/1078-0432.Ccr-18-3224 30936125PMC6606396

[B19] SiegelR. L.MillerK. D.JemalA. (2020). Cancer statistics, 2020. *CA Cancer J. Clin.* 70 7–30. 10.3322/caac.21590 31912902

[B20] StreitnerC.KosterT.SimpsonC. G.ShawP.DanismanS.BrownJ. W. (2012). An hnRNP-like RNA-binding protein affects alternative splicing by in vivo interaction with transcripts in Arabidopsis thaliana. *Nucleic Acids Res.* 40 11240–11255. 10.1093/nar/gks873 23042250PMC3526319

[B21] TangB.LiangW.LiaoY.LiZ.WangY.YanC. (2019). PEA15 promotes liver metastasis of colorectal cancer by upregulating the ERK/MAPK signaling pathway. *Oncol. Rep.* 41 43–56. 10.3892/or.2018.6825 30365128PMC6278416

[B22] TaulerJ.ZudaireE.LiuH.ShihJ.MulshineJ. L. (2010). hnRNP A2/B1 modulates epithelial-mesenchymal transition in lung cancer cell lines. *Cancer Res.* 70 7137–7147. 10.1158/0008-5472.CAN-10-0860 20807810

[B23] UleJ.BlencoweB. J. (2019). Alternative splicing regulatory networks: functions, mechanisms, and evolution. *Mol. Cell* 76 329–345. 10.1016/j.molcel.2019.09.017 31626751

[B24] VisvanathanA.PatilV.AroraA.HegdeA. S.ArivazhaganA.SantoshV. (2018). Essential role of METTL3-mediated m(6)A modification in glioma stem-like cells maintenance and radioresistance. *Oncogene* 37 522–533. 10.1038/onc.2017.351 28991227

[B25] WangH.LiangL.DongQ.HuanL.HeJ.LiB. (2018). Long noncoding RNA miR503HG, a prognostic indicator, inhibits tumor metastasis by regulating the HNRNPA2B1/NF-kappaB pathway in hepatocellular carcinoma. *Theranostics* 8 2814–2829. 10.7150/thno.23012 29774077PMC5957011

[B26] WangX.LuZ.GomezA.HonG. C.YueY.HanD. (2014). N6-methyladenosine-dependent regulation of messenger RNA stability. *Nature* 505 117–120. 10.1038/nature12730 24284625PMC3877715

[B27] WengH.HuangH.WuH.QinX.ZhaoB. S.DongL. (2018). METTL14 inhibits hematopoietic stem/progenitor differentiation and promotes leukemogenesis via mRNA m(6)A modification. *Cell Stem Cell* 22 191–205e199. 10.1016/j.stem.2017.11.016 29290617PMC5860916

[B28] WuY.YangX.ChenZ.TianL.JiangG.ChenF. (2019). m(6)A-induced lncRNA RP11 triggers the dissemination of colorectal cancer cells via upregulation of Zeb1. *Mol. Cancer* 18:87. 10.1186/s12943-019-1014-2 30979372PMC6461827

[B29] YangY.WeiQ.TangY.YuanyuanW.LuoQ.ZhaoH. (2020). Loss of hnRNPA2B1 inhibits malignant capability and promotes apoptosis via down-regulating Lin28B expression in ovarian cancer. *Cancer Lett.* 475 43–52. 10.1016/j.canlet.2020.01.029 32006618

[B30] ZhangB.WuQ.LiB.WangD.WangL.ZhouY. L. (2020). m(6)A regulator-mediated methylation modification patterns and tumor microenvironment infiltration characterization in gastric cancer. *Mol. Cancer* 19:53. 10.1186/s12943-020-01170-0 32164750PMC7066851

[B31] ZhangC.FuJ.ZhouY. (2019). A review in research progress concerning m6A methylation and immunoregulation. *Front. Immunol.* 10:922. 10.3389/fimmu.2019.00922 31080453PMC6497756

[B32] ZhangH.ShiX.HuangT.ZhaoX.ChenW.GuN. (2020). Dynamic landscape and evolution of m6A methylation in human. *Nucleic Acids Res.* 48 6251–6264. 10.1093/nar/gkaa347 32406913PMC7293016

# Supplementary material for: hnRNPA2B1 Promotes Colon Cancer Progression via the MAPK Pathway
**Source:** Front Genet. 2021 Sep 22;12:666451. doi: 10.3389/fgene.2021.666451
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

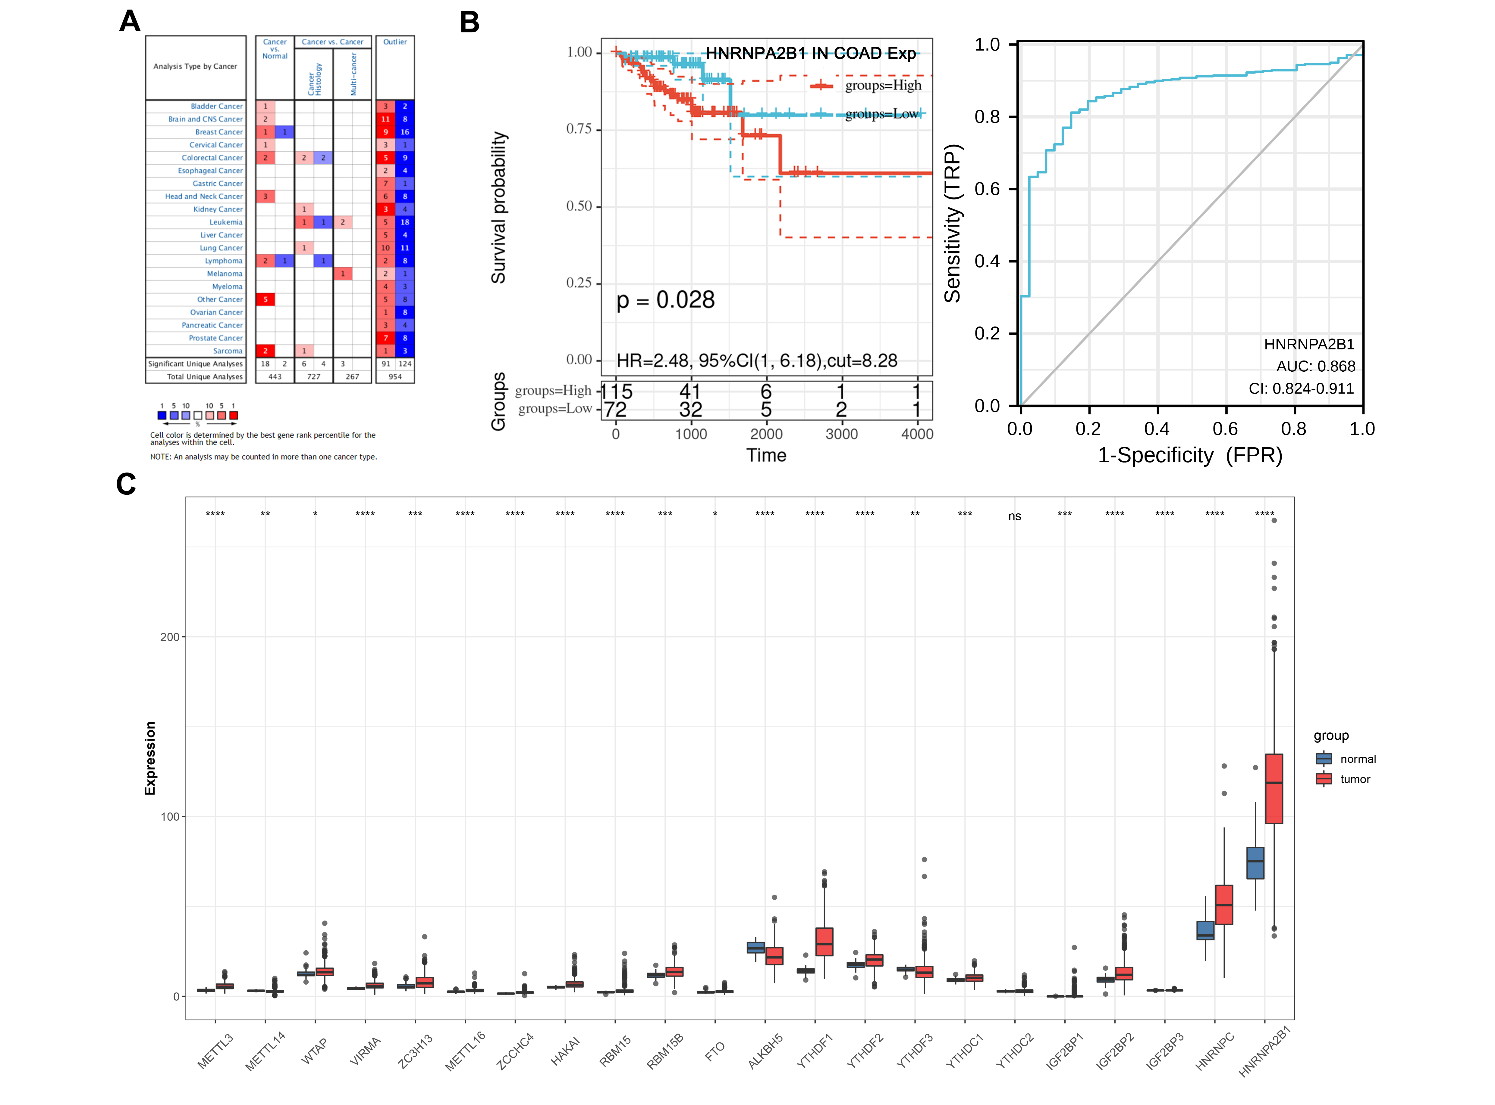

**Supplementary Figure 1.** **The expression of hnRNPA2B1 in colon cancer.** (A) Gene expression profiles in Oncomine database. The histology data are derived from Skrzypczak Colorectal 2 dataset. (B) The prognosis of hnRNPA2B1 in colon cancer (Disease-free interval). Kaplan-Meier survival curve (solid line) shows a 95% confidence interval (dashed line) (left). The x-axis represents the false positive rate (FPR), and the y-axis represents the true positive rate (TPR)(right). All data are from the TCGA data portal, including 480 colon cancer and 41 adjacent normal tissues. (C) Heatmap showing the m6A-related expression levels of 21 genes in colon cancer patient samples.

**
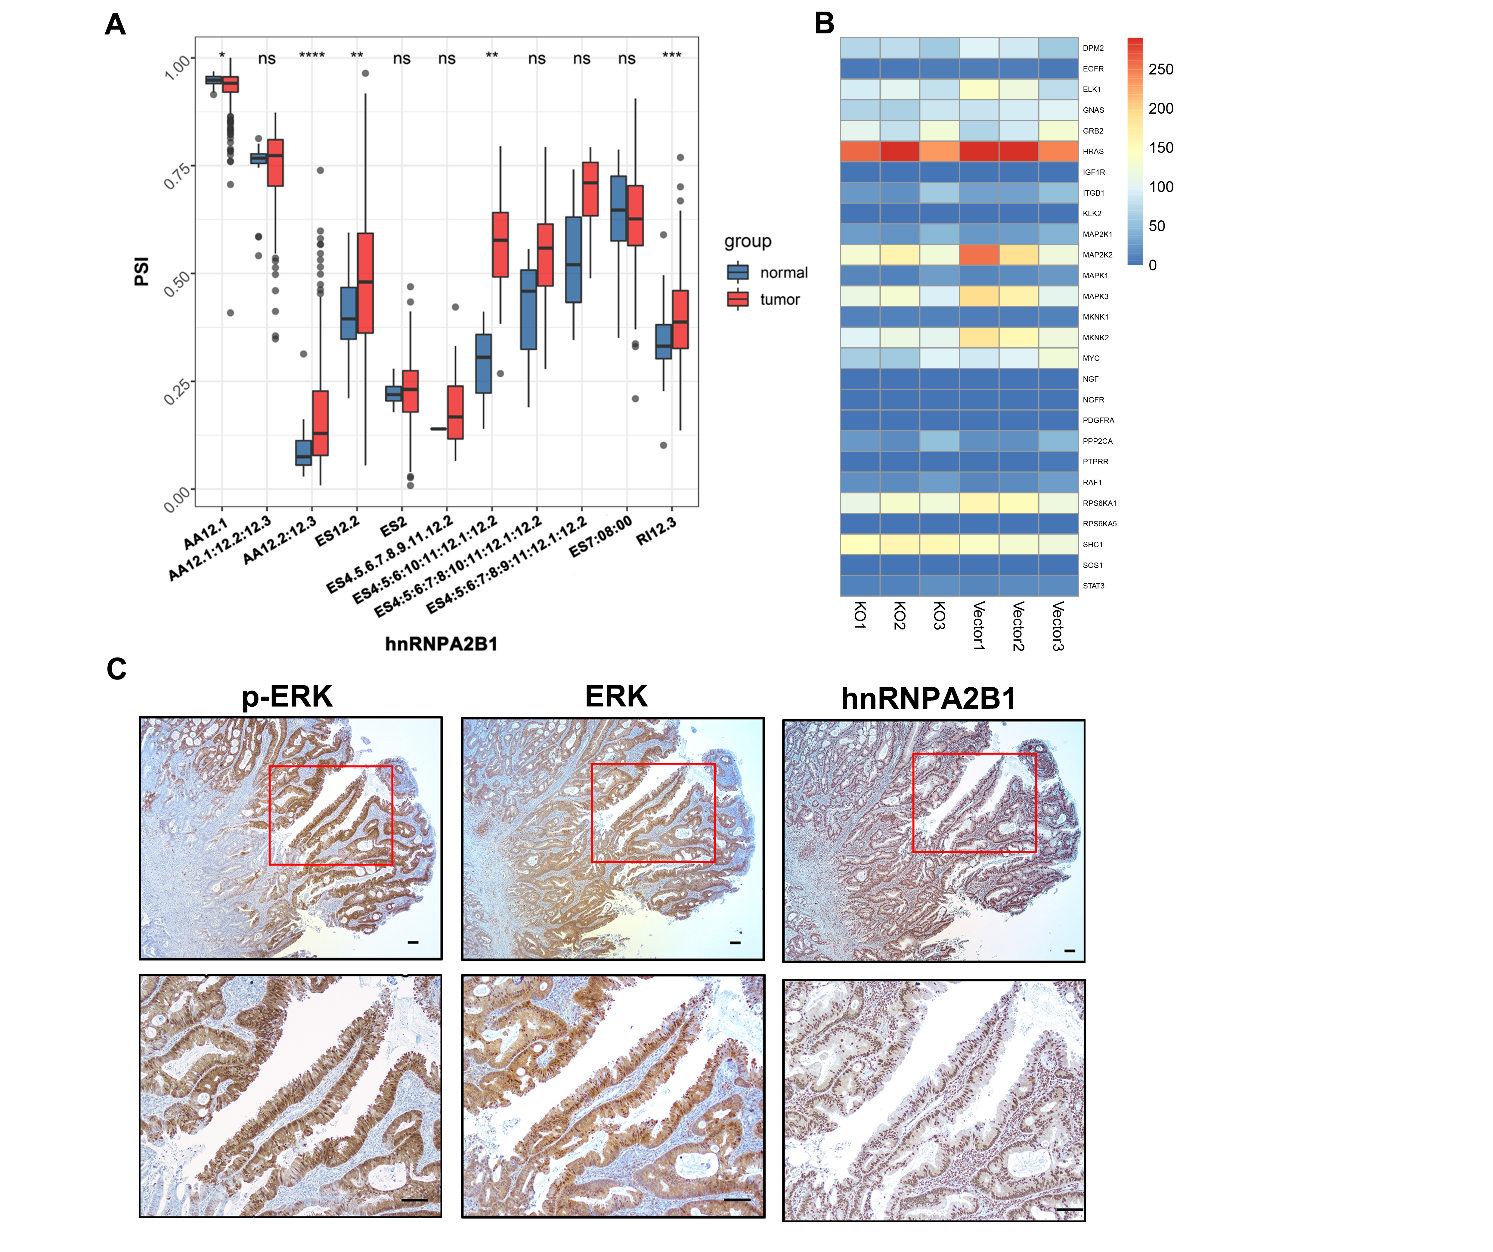
**

**Supplementary Figure 2.** (A) The effect of hnRNPA2B1 on alternative splicing in colon cancer. The data are derived from the TCGA database. AA: Alternate Acceptor Site. ES: Exon Skip. RI: Retained Intron. (B) The expression of ERK-related gene sets in hnRNPA2B1 knockout and control SW480 cells. (C) IHC staining of p-ERK, ERK, and hnRNPA2B1 was performed in clinical colon cancer tissues.

How the deposited data were processed for this re-analysis (not part of the article)

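RNA-seq was done on SW480 colon cancer cells, with 3 libraries of hnRNPA2B1 knockout cells and 3 of cells with the empty vector, which form the only comparison. The labels give the 3 KO libraries the same genotype, and whether they come from one line or guide or from several is not stated in them or in the paper, so n = 3 counts libraries and not independent knockouts. The authors deposited a table of TPM values with 1 row per gene and 1 column per library. The paper names edgeR for its differential analyses, which needs read counts, and the deposited values are not counts. The aligner, the counting tool and the genome annotation are not named in the paper's text. A row without a gene name held 0.657% to 0.920% of each library's TPM and was left out. The named rows and this row summed to between 966782 and 975593 TPM per library.

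Gene symbols were matched to GENCODE v29 (GRCh38), and 37631 of 37722 symbols (99.8%) matched 1 gene. Exon lengths are the union of a gene's exons, and GC content is the median over its transcripts. In genes with 1 transcript, the product of TPM and length was a whole multiple of 1 step per library for 97.2% to 97.7% of the values above 0. The tolerance was 0.02 for finding the step and 0.05 for counting a value as whole. With these steps, the products were whole in all 6 libraries for 88.9% of the genes with more than 1 transcript when the union of exons was used, and for 6.84% when the longest transcript was used. The implied totals were 12965899, 16267454 and 19682108 reads in KO replicates 1, 2 and 3 and 17984379, 20022661 and 17993913 in the control replicates. They rest on the annotation matching that of the authors, and 1 read is worth 0.14 to 0.20 TPM for a gene of 1 kb.

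The test was fixed before the data were examined, for counts and for normalized values. As the values are TPM, it was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(TPM + 1), for genes with at least 1 TPM in at least 3 libraries, with Benjamini-Hochberg adjustment over the 11776 genes tested. The thresholds of the paper were used, an adjusted p under 0.05 and an absolute log2 fold change over 1.8. Genes named in the paper's text or legible in Figures 3A and 3E and Supplementary Figure 2B are reported, and up to 5 genes with the largest rise and 5 with the largest fall among those with an adjusted p under 0.05 and no overlap between the groups. No gene with a fall qualified. One of the labelled genes is not reported here. Two-sided exact permutation tests of 3 libraries against 3 cannot give a p under 0.1.

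The 9 gene lists were also written before the data were examined. The ERK-related list holds the labels of Supplementary Figure 2B, the G2M and S phase lists are the cell-cycle genes of the R package Seurat copied by hand, and the other 6 were written by hand from general knowledge (the mitotic spindle list from memory of the hallmark collection). The lists were tested with camera in limma at an inter-gene correlation of 0.01, with the same trend, adjusted over the 9 lists. A list's median log2 fold change was placed among 10000 random lists of the same size matched on mean expression. Over-representation was tested with one-sided Fisher's exact tests against all genes tested, adjusted over 4 lists. The cytokine list and the TNF and NF-kappa B target list share 19 tested genes, and the mitotic spindle and G2M lists share 21. The symbols SEPT9 and FAM64A were read as SEPTIN9 and PIMREG, their current symbols in the RefSeq gene table.

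The alternatives set at the start were no filter on low values, a mean of at least 5 TPM, a pseudocount of 0.1, quantile normalization, median-of-ratios scaling, no trend, a block for the replicate number, each library left out in turn, a linear reading of the fold change threshold, an estimated inter-gene correlation, fry, fgsea 1.28.0 on the signal-to-noise ratio over 22599 genes above 0, and genes that rose and fell tested separately. After the data were seen, 5 more were added. They are a correction of each library for GC content and one for exon length (lowess, span 0.3, on 11754 genes with a value), a term for the replicate 3 libraries, and limma's voom on the implied reads of the 10645 tested genes that came out whole, and the MAPK signaling list without the genes it shares with the cytokine list and the TNF and NF-kappa B target list, in camera and fgsea. The MAPK signaling list shares 18 tested genes with the TNF and NF-kappa B target list and 9 with the cytokine list.

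The steps were tested on simulated data. With 200 of 11776 genes changed, the gene-wise test recovered 93% of them, and 6.06% of its calls were unchanged genes. The changed genes were above a set mean expression, and each change was larger than those of HNRNPA2B1 (-1.23) and DUSP6 (1.06). The 93% therefore does not apply to changes as small as these. With 1 list changed, camera called 1 list, and with 1 list raised, the over-representation test called 1 list. The simulated noise was independent between genes, so these runs do not test the preset inter-gene correlation. A simulated GC trend with a Spearman correlation of 0.697 fell to 0.00153 after the correction. Whole reads were recovered for 100% of 37631 genes with simulated TPM.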

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

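The tests of GC content, of shared reads and of depth in this part were chosen after the result was seen. Those of genomic DNA and of RNA from other cells were written before their results were seen, but after the extra genes of KO replicate 3 were known.

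The paper does not discuss SAA1, SAA2, PRR9, CXCL8 or CRABP2, and these 5 genes were higher in all 3 KO libraries than in all 3 control libraries. Their log2 fold changes were 2.33, 2.38, 3.02, 2.09 and 1.11, and they are all the genes with an adjusted p under 0.05 in limma. GC content does not account for the group, since 5 of the 5 genes had an adjusted p under 0.05 after each library was corrected for it. Reads moved between SAA1 and SAA2 do not explain the rise of this pair, as the log2 fold change of their summed TPM was 2.34, with 475 to 496 TPM in the KO libraries and 85.5 to 104.1 TPM in the control libraries. SAA1 held most of that sum, with 475.3 of 489.3 TPM in KO replicate 1 and 83.8 of 85.5 TPM in control replicate 1. The sum thus does not tell whether SAA2 rose apart from reads of SAA1. The adjusted p depended on the libraries more than the fold change did, which ran from 2.26 to 2.39 for SAA1 and from 2.91 to 3.23 for PRR9 with one library left out. With KO replicate 1 left out the adjusted p was 0.0917 for SAA1 and 0.283 for PRR9, and over the 6 fits that each left out one library it ranged from 0.00478 to 0.0944 for SAA1 and from 0.0554 to 0.500 for CRABP2. The calls held in 4 of these 6 fits for SAA1, in 2 for PRR9 and in 0 for SAA2, CXCL8 and CRABP2. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave at least 5 genes with an adjusted p under 0.05. This count can never be under 1 of 10 and decides nothing about chance, and the other split follows the GC content of the libraries. An effect of the knockout and an effect of selecting separate cell lines both stay open and were not tested.

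In KO replicate 3, 4055 genes were above 0 that were listed at 0 in the other 5 libraries, where the other libraries had 157 to 269 such genes. Their median was 0.127 TPM, and they held 0.0488% of the library's implied reads. Depth does not account for them, since 3301 such genes remained when the library was thinned to the reads of the smallest one. RNA from other cells would bring a few abundant transcripts, but the top 1% of these genes held 1.17 times the share of reads that reads spread by exon length would give. The test covers only genes at 0 in the other 5 libraries, where transcripts that SW480 cells also express cannot appear. It therefore does not exclude RNA from other cells. Genomic DNA may also be the source. It predicts the same density in every class of genes, and the reads per kb of olfactory receptor genes were 1.23 times those of the other genes at 0 in the other 5 libraries (0.931 to 1.59 in 95% of 2000 resamples, which passes the limit of 1.5 set for an equal density). The other classes were less even, at 0.382 reads per kb for other protein-coding genes, 0.283 for pseudogenes and 0.261 for lincRNA genes, so genomic DNA alone is not settled. Olfactory receptor genes were above 0 for 107 of 401 in KO replicate 3 and for 2 to 5 in the other libraries. A biological explanation was not tested, because the design has 1 such library.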

How the results depend on the processing

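The corrections for GC content and exon length, the replicate 3 term, voom and the MAPK signaling list without shared genes were chosen after the result was seen, and all other settings were set before the data were examined.

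With 4 genes past both thresholds of the paper and 5 past the adjusted p, the counts changed most with the design. They were 1 and 1 with no filter on low values, where 22599 genes were tested, 6 and 7 with a pseudocount of 0.1, 7 and 10 with quantile normalization, and 8 and 18 with median-of-ratios scaling. The genes past the adjusted p were higher in the KO group for 100% of the 5, 90% of the 10 and 77.8% of the 18. No trend gave 3 genes past the adjusted p. From 0 to 3 genes passed either rule across the 6 fits that each left out one library. A GC correction gave 10 and 119 genes, an exon length correction 7 and 8, a term for the replicate 3 libraries 17 and 317, and voom on the implied reads 2 and 2. Of the 317 genes 153 (48.3%) were higher in the KO group and the rest lower, and of the 119 genes 89 (74.8%) were higher. Reading 1.8 as a linear fold change gave 5 genes past both. All 5 genes kept their call under quantile normalization, the GC correction and the replicate 3 term, and 4 of them under median-of-ratios scaling and under the length correction. The cause of these changes was not tested beyond the tests under the other observations.

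Pairing of the libraries by replicate number is neither shown nor excluded. Deviations from the group means correlated at -0.02, 0.47 and 0.64 between the KO and control libraries numbered 1, 2 and 3, and at 0.64 between KO replicate 2 and control replicate 1. With the replicate number as a block, 18 genes passed both thresholds and 465 the adjusted p (220 higher and 245 lower in the KO group), and the paired fit gave HNRNPA2B1 a log2 fold change of -1.23 (adjusted p = 1.32e-05) and DUSP6 one of 1.06 (adjusted p = 0.00254).

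HNRNPA2B1 was lower in the KO group in every setting that gave it a value. Besides the replicate block, its adjusted p passed 0.05 after the GC correction (log2 fold change -1.04, adjusted p = 0.0473) and with the replicate 3 term (-1.23, adjusted p = 0.00237). Over all settings its adjusted p ranged up to 1.00. With one library left out its log2 fold change ran from -1.61 to -0.89. Besides the replicate block, DUSP6 passed with the replicate 3 term (1.06, adjusted p = 0.00681). The log2 fold change of DUSP6 ran from 0.71 without KO replicate 3 to 1.38 without control replicate 3. DUSP3, DUSP4, BPTF and KLHL22 kept their direction and stayed above an adjusted p of 0.05 in every setting, with lowest values of 0.0927, 0.104, 0.101 and 0.438. HAUS7 moved from 0.12 to 0.44 with a pseudocount of 0.1, which weights low values more. None of the 22 tested ERK-related genes passed an adjusted p of 0.05 in any setting, while 3 had an unadjusted p under 0.05 in the reported fit.

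For the gene lists the values are adjusted p. The cytokine list and the TNF and NF-kappa B target list lost their call with an estimated correlation (0.502 for both) and in fry (0.384 for both), as did the mitotic spindle list (0.802 and 0.384). Each kept it in the other 18 of 20 settings. With one library left out the ranges were 1.60e-07 to 0.00655, 5.31e-15 to 0.000433 and 1.50e-06 to 0.000439. The median log2 fold changes ran from -0.04 to 0.16, from 0.06 to 0.28 and from -0.48 to -0.25 in these fits. Relative to the median of all genes tested, the median log2 fold changes of these 3 lists were 0.20, 0.27 and -0.21 as deposited, 0.20, 0.29 and -0.21 with quantile normalization, and 0.20, 0.27 and -0.21 with median-of-ratios scaling. The ERK transcriptional output list gained a call, higher in the KO group, with quantile normalization (0.0482), median-of-ratios scaling (0.0292), the GC correction (0.0327), the length correction (0.0126) and the replicate 3 term (0.0442), and ranged from 0.0182 to 0.284 with one library left out. The MAPK signaling list turned up with a mean of at least 5 TPM (0.870), the GC correction (0.591), the length correction (0.745) and fgsea (0.00265), and ranged from 0.284 to 0.994 with one library left out, turning up without control replicate 1. Without the genes it shares with the cytokine list and the TNF and NF-kappa B target list, it stayed down in camera (0.305) and was up without a call in fgsea (0.138). The splicing factor list gained a call, lower in the KO group, with no filter (0.0130) and in fgsea (1.52e-05). It turned up with the length correction (0.745) and in 2 of the fits that left out one library, which ranged from 0.105 to 0.994. The G2M list gained a call with no filter (0.0345) and in fgsea (0.0115), and ranged from 0.137 to 0.994 with one library left out, turning up without KO replicate 2. The S phase list turned down with no filter (0.643), in fry (0.859) and in fgsea (0.712). It was called higher in the KO group without KO replicate 2 (0.0438) and without control replicate 3 (0.0450). With one library left out it ranged up to 0.996 without control replicate 1, turning down without KO replicate 3. The ERK-related list kept its direction and stayed above 0.05 in all 20 settings.

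In the over-representation tests, the cytokine list and the TNF and NF-kappa B target list had an adjusted p of 1 among the genes that fell, and kept their call in the other settings. The MAPK signaling and splicing factor lists had no call in any setting. The test on whole reads recovered from CPM or RPM was not run, because the values are TPM. SETD2, IGF1R, SAA1, BPTF, FBXO11, SOS1 and HNRNPA2B1 have no value in settings that leave them out. Voom left out HNRNPA2B1 and SAA1, whose values did not come out as whole reads, so its counts could not include them. Across 3 libraries per group, the implied reads of HAUS7, 5 to 11 per library, limit what can be said of it.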

Differences from the paper's values

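The enrichment plots in Fig. 3C rank about 59000 genes (the paper's value, read by eye), and the ranking here held 22599 genes, those above 0 in at least 1 library. The whole file lists 37722 named genes, and none of the alternatives set before the data were examined changes this number.

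The paper describes a heatmap with significant differences between the groups, and its text gives no number of differentially expressed genes. In limma, 4 genes passed both of its thresholds. A block for the replicate number, set at the start, gave 18, although it is not established that this number pairs the libraries. The replicate 3 term and the GC correction, both chosen after seeing the values, gave 17 and 10. Voom on the implied reads, also chosen then, left out SAA1 and gave 2.

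The paper names KLHL22 and HAUS7 as hub genes of a process that is higher in the control group. KLHL22 had a log2 fold change of -0.18 (adjusted p = 0.820) and no setting called it. HAUS7 was higher in the KO group by 0.12 and lay under the filter, and it was higher in every setting that gave it a value. BPTF, the other hub gene, was lower in the KO group (log2 fold change -0.66, adjusted p = 0.582), and no setting called it.

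The paper names the MAPK pathway as the most noticeable of those involved in tumors among its differentially expressed genes. The MAPK signaling list held 3 of the 159 genes used for over-representation (adjusted p = 0.605), and the lowest adjusted p of this test in any setting was 0.0906. As a set it had an adjusted p of 0.772. In fgsea it had one of 0.00265, higher in the KO group, and one of 0.138 without the genes it shares with the cytokine list and the TNF and NF-kappa B target list, a check chosen after seeing the values. The ERK transcriptional output list also lay higher in the KO group, with an adjusted p of 0.0761.

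The paper describes G2M checkpoint genes and alternative splicing genes as higher in the control group. The G2M list had an adjusted p of 0.772 and the splicing factor list one of 0.785. Both were lower in the KO group with a call when no filter was used (0.0345 and 0.0130) and in fgsea (0.0115 and 1.52e-05). Their medians also lay low among random lists matched on mean expression and GC content, at percentiles 0.06 and 0. The percentiles were 10.2 and 27.3 in lists matched on mean expression alone, and 13.05 and 87.0 in lists matched on mean expression and exon length. After the GC correction the adjusted p was 0.595 and 0.501.

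DUSP3, DUSP4 and DUSP6 are called differential genes in the paper. All were higher in the KO group, without an adjusted p under 0.05. DUSP6 was called with the replicate 3 term (adjusted p = 0.00681), chosen after seeing the values. It was also called with the replicate block (adjusted p = 0.00254), set at the start, although pairing by the replicate number is not established.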

Other observations

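The tests of GC content, of the ERK transcriptional output list, and of length and depth on the first component were chosen after the result was seen. The length tests of the gene lists and the splits were set before.

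Replicate 3 of both groups lay apart from the other 4 libraries on the first principal component. The component's loadings correlated with GC content across genes at a Spearman correlation of -0.673, and genes are not independent replicates. Deviations from the gene means correlated with GC content at -0.661 in KO replicate 3 and -0.632 in control replicate 3, and between 0.0341 and 0.584 in the other libraries. GC content of the transcripts is a candidate explanation of this component. After the GC correction the component no longer set both libraries apart, although their deviations still correlated at 0.386, so the correction leaves part of the pattern. Transcript length does not account for the component (Spearman correlation of the loadings 0.0303). Depth does not either, because at equal depth the component still set both libraries apart and held 54.9% of the variance. The labels and the paper name no batch. A biological explanation was not tested, because replicate 3 has no condition of its own.

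The GC trend may also hide the change of HNRNPA2B1, whose adjusted p was 0.0473 after the GC correction and 0.582 without it.

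Log2 fold changes also went with exon length across genes (Spearman correlation -0.318), and deviations from the gene means with length at -0.350 and -0.328 in KO replicates 1 and 2 and between 0.0696 and 0.198 in the other libraries. The mitotic spindle list has long genes, with a median of 6805 bases of exons. Its median log2 fold change was still lower than those of all 10000 random lists matched on mean expression and exon length, a percentile of 0. After the GC correction its adjusted p was 8.92e-06, so GC content alone does not account for the shift. With the exon length correction its adjusted p was 0.00642, and its median relative to all genes tested went from -0.21 to -0.11, so part of the shift goes with length and part stays. The median was 0.07 between the single replicate 3 libraries and -0.53 over replicates 1 and 2, against 0.05 and -0.22 over all genes tested. Correlations with length were similar in the replicate 3 libraries, at 0.0696 (KO) and 0.0834 (control), and so were those with GC content. A shift that goes with length would be absent between them, and the list's median there lay near that of all genes. With 1 library per group this does not decide between length and the knockout. For the TNF and NF-kappa B target list the percentile among lists matched on length was 100 and the adjusted p after the GC correction was 4.17e-13, and for the cytokine list the values were 99.9 and 8.92e-06. The shift of both lists may be an effect of the knockout, and the loss of their call in fry (0.384) keeps this open.

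One hypothesis was that lower ERK signaling in the KO group lowers the ERK transcriptional output genes. Their median lay at percentile 77.5 of the random lists matched on mean expression, with 5 genes higher and 4 lower. All 9 lay above the median of all genes tested, which was -0.12, so no fall relative to other genes was seen. The list was called higher in the KO group with quantile normalization, median-of-ratios scaling, the GC and length corrections and the replicate 3 term. These values go against the hypothesis, but the calls rest in part on DUSP4 and DUSP6, the highest genes of the list. The paper reports both as raised by the knockout, and the list was not tested without them. The list was not called in the reported fit (camera, adjusted p = 0.0761), with an estimated correlation (0.802) or in fry (0.600), so the test does not decide.

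The 6 libraries can be split into 3 and 3 in 10 ways, so no share under 0.1 can be reached. As many genes past both thresholds were found in 2 of the 10 splits, and as many past the adjusted p in 2 of the 10. The other split joins KO replicates 1 and 3 with control replicate 3, the libraries with the lowest correlations with GC content, and gave 9 genes past both thresholds and 1600 past the adjusted p. With the term for the replicate 3 libraries, the real groups gave 317. For the number of ERK-related genes with an adjusted p under 0.05, which is 0, all 10 splits gave as many. In the set tests, a p as small was found in 1 of the 10 splits for the ERK-related list, 9 for the MAPK signaling list, 3 for the ERK transcriptional output list, 1 for the cytokine list, 1 for the TNF and NF-kappa B target list, 10 for the splicing factor list, 2 for the mitotic spindle list, 8 for the G2M list and 7 for the S phase list. In the over-representation tests it was found in 1 of the 10 splits for the MAPK signaling list, 1 for the cytokine list, 1 for the TNF and NF-kappa B target list and 10 for the splicing factor list.

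In the remaining genes the paper names at the protein level, 5 of 6 were tested and 0 had an adjusted or an unadjusted p under 0.05, with log2 fold changes from -0.53 for MKI67 to 0.16 for MAPK14.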
